# Impact of FecB Mutation on Ovarian DNA Methylome in Small-Tail Han Sheep

**DOI:** 10.3390/genes14010203

**Published:** 2023-01-12

**Authors:** Lingli Xie, Xiangyang Miao, Qingmiao Luo, Huijing Zhao, Xiaoyu Qin

**Keywords:** sheep, epigenetics, ovary, methylation, fecundity

## Abstract

Booroola fecundity (FecB) gene, a mutant of bone morphogenetic protein 1B (BMPR-1B) that was discovered in Booroola Merino, was the first prolificacy gene identified in sheep related to increased ovulation rate and litter size. The mechanism of FecB impact on reproduction is unclear. Methods: In this study, adult Han ewes with homozygous FecB(B)/FecB(B) mutations (Han BB group) and ewes with FecB(+)/FecB(+) wildtype (Han ++ group) were selected. Methylated DNA immunoprecipitation and high-throughput sequencing (MeDIP-seq) was used to identify differences in methylated genes in ovary tissue. Results: We examined differences in DNA methylation patterns between HanBB and Han ++ sheep. In both sheep, methylated reads were mainly distributed at the gene body regions, CpG islands and introns. The differentially methylated genes were enriched in neurotrophy in signaling pathway, Gonadotropin Releasing Hormone (GnRH) signaling pathway, Wnt signaling pathway, oocyte meiosis, vascular endothelial growth factor (VEGF) signaling pathway, etc. Differentially-methylated genes were co-analyzed with differentially-expressed mRNAs. Several genes which could be associated with female reproduction were identified, such as FOXP3 (forkhead box P3), TMEFF2 (Transmembrane Protein with EGF Like and Two Follistatin Like Domains 2) and ADAT2 (Adenosine Deaminase TRNA Specific 2). Conclusions: We constructed a MeDIP-seq based methylomic study to investigate the ovarian DNA methylation differences between Small-Tail Han sheep with homozygous FecB mutant and wildtype, and successfully identified FecB gene-associated differentially-methylated genes. This study has provided information with which to understand the mechanisms of FecB gene-induced hyperprolificacy in sheep.

## 1. Introduction

Sheep rearing is an important component of livestock husbandry, providing both mutton and wool for modern society. The increased market demands in emerging countries—China, for example—require a greater sheep supply. Ewe prolificacy is one of the main limitations to increasing sheep production. Many factors affect sheep prolificacy, such as the length of estrus period, ovulation rate and litter size. These depend on hormone regulation and breed characteristics [1,2]. In recent decades, more and more studies have shown that genetic variations were responsible for sheep prolificacy. A series of genes was identified as prolificacy genes, including BMPR-1B (FecB), Bone morphogenetic protein 15 (BMP15) and Growth differentiation factor 9 (GDF9), etc [3]. FecB was the first fecundity gene identified, 30 years ago. Piper, Bindon and Davis found that an autosomal mutant in Booroola Merino could lead to increases of the ovulation rate and litter size [4]. Some studies demonstrated that a mutant at the bone morphogenetic protein 1B receptor (BMPR-1B, also known as ALK-6), located on chromosome 6q23-31, contributed to the FecB phenotype. This was consistent with the expression of BMPR-1B in oocytes and granulosa cells [5,6]. In addition to improving productivity efficiency in ewes, FecB gene can lower body weight and average daily gain of lambs [7,8]. The FecB mutant has been identified in numbers of prolific sheep breeds, like Small-Tail Han sheep [9].

Small-Tail Han sheep are widely bred in China, and are known for their year-round estrus and hyperprolificacy. The homozygous mutant (B/B), heterozygous mutant (B/+) and wildtype (+/+) of FecB gene have been detected in Small-Tail Han sheep [10]. The FecB mutant has significant effects on litter size in Small-Tail Han sheep [11]. The Small-Tail Han sheep with homozygous or heterozygous genotypes of FecB had 1.40 and 1.11 more lambs than wildtype, respectively [12,13]. It was found that the prolificacy effects of FecB on Han ewes were associated with expression changes of reproduction-related genes, such as follicle-stimulating hormone receptor, luteinizing hormone receptor, estrogen receptor α and progestin receptor [14]. To further study the effects of FecB gene on ovarian gene expression in Small-Tail Han ewes, we conducted transcriptomic and proteomic studies to compare gene expression differences between FecB homozygous genotype (BB) and wildtype (++) Han sheep at both mRNA and protein levels. We identified some differentially-expressed genes between Han BB and Han ++ sheep, mainly enriched in biological functions, such as ribosome assembly and mitochondrial oxidation [12,13]. However, the mechanism of the FecB mutant leading to differences of gene expression in Small-Tail Han sheep remains unclear; epigenetic mechanisms could be involved. Epigenetics refers to heritable factors that regulate gene expression without the change of DNA nucleotide sequence. Typical epigenetic mechanisms include non-coding RNAs, chromatin variation, DNA methylation and histone modifications [13,15,16,17,18]. Our previous study revealed the roles of miRNAs in gene transcription and translation modifications between Han BB and Han ++ sheep [13]. We identified methylated genes encoding mRNAs and lncRNAs that corresponded to sheep proliferation. DNA methylation is another typical epigenetic gene regulation method. It is generally related to gene transcription repression, affecting chromatin organization and RNA polymerase II binding [19]. We demonstrated the differences in ovarian genomic DNA methylation between highly prolific Small-Tail Han sheep with FecB mutant and relatively less prolific Dorset sheep without FecB phenotype [20]. Our results indicated that DNA methylation was involved in the differentially-expressed ovarian genes, leading prolificacy diversity. Differences in gene expression levels between Han BB and Han ++ sheep were identified. However, it was unclear whether the DNA methylation levels of the ovarian genomes differed between the two breeds. To answer this question, we applied methylated DNA immunoprecipitation, combined with high-throughput sequencing (MeDIP-seq), to study DNA methylation differences between Han sheep, with or without FecB genotypes. Surprisingly, this single point mutation in BMPR-1B was associated with genomic variation of DNA methylation levels.

## 2. Methods

### 2.1. Experimental Animals

In this study, 108 Han ewes were selected from a fine nucleus herd, bred by the Ao-Te sheep breeding farm in Qingdao, Shandong, China. Among these ewes, five adult Han ewes with the genotype BB and 5 adult Han ewes with the genotype ++ were separated into two groups. The adult Han ewes with the homozygous FecB(B)/FecB(B) mutation (Han BB group) and ewes with FecB(+)/FecB(+) wildtype (Han ++ group) were kept under same conditions of water and food ad libitum. All ewes in the experiment were treated to synchronize estrus [13,21].

### 2.2. The Preparation of Sample

Blood sampling was used to identify the FecB mutation in the BMPR1B gene. Then, 24 h after detection of spontaneous estrus, 3 HanBB ewes and 3 Han ++ ewes were euthanized following deep anesthesia with tiletamine/zolazepam (Zoletil 50 Vet, Virbac, Carros, France) (tiletamine 50° mg/mL and zolazepam 50° mg/mL), at a dose of 0.1 mg/kg of body weight, administered by intramuscular injection. Entire ovaries were excised to obtain better ovulation points on the surfaces of ovaries. All samples were immediately snap-frozen in liquid nitrogen and stored at −70 °C for the extraction of genome DNA and ovarian RNA.

### 2.3. MeDIP-seq Analysis

Genomic DNA was extracted from ovaries of three small-tailed ewes, with or without FecB gene mutation (Han BB and Han +/+, respectively), and mixed in equal quantities. The mixture of genomic DNA was sonicated to obtain fragments in the 100–500 bp range and dAs was added to the 3′ end of the DNA fragment. Then, an adapter was connected to both ends of each fragment with the paired ends DNA using a sample preparation kit (Illumina, Shenzhen, China) according to the manufacturer’s protocol. Double-stranded DNA was denatured to single-stranded. DNA fragments containing the methylated cytosine region were immunoprecipitated using monoclonal antibody (Calbiochem, San Diego, CA, USA) DNA anti-5-methylcytosine mice with magnetic methylation and immunoprecipitation kit (Diagenode, Denville, NJ, USA). The precipitated DNA fragments were amplified by PCR and separated by agarose gel electrophoresis using gel extraction kit (28,706; Qiagen, Hilden, Germania). The fragments of 200–300 bp were cut and extracted. DNA fragments were quantified using a Agilent2100 analyzer. The quantified libraries were sequenced in an Illumina HiSeq 2000 at the BGI (Shenzhen, China).

### 2.4. MeDIP-seq Sequence Alignments and Data Analysis

Quality control of raw data from sequencing was performed using FastQC (this is sequence alignment and data analysis, referring to the original method, followed by tagging) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 10 May 2022). The reads containing adapters, containing over 10% of N nucleotides or containing over 50% of contained nucleotides which had quality value Q < 21 were removed from the raw data, and all remaining reads were saved as clean reads in FASTQ files. The clean data were aligned to the sheep reference genome (Ovis_aries, ftp://ftp.ncbi.nih.gov/genomes/Ovis_aries, accessed on 10 May 2022) using SOAPaligner v2.21 (http://soap.genomics.org.cn/, accessed on 10 May 2022) with no more than 2 bp mismatches. The reads distribution in sheep chromosomes and different genome components were analyzed, including upstream2k, 5′-untranslated region (UTR), 3′-UTR, CDS, introns, CpG islands (CGIs), downstream2k and repeats, as well as the genome coverage of the CG, CHG and CHH sites under different sequencing depths and distributions of MeDIP-Seq reads in different CG density regions [20].

Methylation peaks (known as genome-wide highly methylated regions: regions with more than 20 sequencing tags and *p* value < 1 × 10^−5^) were scanned using MACS 1.4.0 (http://liulab.dfci.harvard.edu/MACS/, accessed on 10 May 2022). We analyzed the distribution of peaks in different components of the sheep genome (upstream2k, 5′UTR, CDS, Intron, 3′UTR and downstream2k). To identify the differentially-methylated peaks between Han ++ and HanBB groups, we assembled peak regions and calculated the number of reads of each sample. The numbers of reads in each peak were assessed using chi-square. False positive data were prevented through the false discovery rate (FDR) statistical method, significant at *p* ≤ 0.01. Only those peaks with read coverage from two groups of identical genomic components and significant differences of more than two-fold in reads between the two groups were identified as differentially-methylated peaks. All genes within differentially-methylated peaks were annotated using gene ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. The terms and pathways were significant at FDR < 0.05 [20]. This was followed by a sequence alignment and data analysis, referring to the original method, followed by tagging.

### 2.5. Co-Analysis of Differentially Expressed and Methylated Genes

The differentially-expressed genes between ovaries of Han BB sheep were found in our previous RNA-seq study [13]. In this paper, we studied differences in the methylation peak distribution of these differentially-expressed genes and identified genes with mRNA levels and DNA methylation differences between Han BB ewes.

### 2.6. Bisulfite Sequencing

For MeDIP-seq data validation, we selected specific gene PAGE4 and ADAT2 for bisulfite sequencing. Individual DNA samples in each group were treated with the EZDNA Methylation Gold Kit 500 µg, followed by incubation at 95 °C for 10 min and then at 64 °C for 2.5 h for bisulfite conversion. Then, we analyzed the modified DNA samples by bisulfite sequencing PCR. Bisulfite sequencing primers are listed in Table 1. The PCR was performed in a 25 μL reaction mixtures that contained 2 μL modified DNA template, 1μL primers for forward and reverse strand each, 0.15 μL Taq enzyme, 2.5 μL 10× PCR buffer, 1 μL Mg^2+^ (50 mM), 0.5μL dNTP (10 mM) and 17.85 μL ddH2O, with the following program: 94 °C for 2 min, followed by 10 cycles of denaturation at 94 °C for 30 s, annealing at 60 °C to 50 °C Δ1 °C temperature ladder for 30 s, extension at 72 °C for 30 s, and then followed by 30 cycles of 94 °C for 30 s, 50 °C for 30 s, 72 °C for 30 s, with a final extension at 72° C for 5 min. We purified and subcloned PCR products into pEASY—T1 vectors (transgen) for sequencing.

### 2.7. Statistical Analysis 

All data were processed by SPSS22.0 software and GraphPad Prism Version 7.0. The continuous variables were shown as mean (x ± s). We determined significant differences in data between the groups through one-way ANOVA followed by the Student’s *t*-test. One-way ANOVA and factorial design ANOVA were used for comparison of more than two groups. The test level was α = 0.05, and significant at *p* < 0.05.

## 3. Results

### 3.1. Global Patterns of DNA Methylation in Han ++ and HanBB Sheep

We mapped the global DNA methylation status of ovarian genome in Han ++ and HanBB sheep using MeDIP-seq. 

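In MeDIP-seq, DNA fragments that carry methylated cytosine are precipitated with an antibody against 5-methylcytosine and sequenced, so that methylated regions collect more reads. The files analysed here hold the methylation peaks of 1 HanBB library and 1 Han ++ library, each made from the pooled ovarian DNA of 3 ewes, so there are no replicates. The authors aligned the reads, called peaks in each library with MACS and deposited, for each peak, its position, its number of tags (reads), the −log10 of its p-value multiplied by 10 and its fold enrichment. The paper reports 64171269 uniquely mapped reads for HanBB and 63333133 for Han ++. The peaks of HanBB held 18482064 tags and those of Han ++ held 17565516. The median peak had 64 tags in both libraries, with an interquartile range of 43 to 106 in HanBB and of 44 to 105 in Han ++. Peaks were used as deposited. For comparisons, peaks of both libraries that shared at least 1 bp were merged into regions, and tags were divided by the uniquely mapped reads of each library. The choice of that total moves every tag ratio in the same direction. Reads outside peaks and the sequence and gene annotation of the genome are not in the files analysed here. Differences between the libraries can be compared with the sampling of reads only, and not with the variation between ewes.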

Ovarian tissue samples from Small-Tail Han sheep with wildtype BMPR-1B or fecB mutant were collected to generate the pooled DNA samples Han ++ and HanBB, respectively. A total of 5.55 Gb data within 113,264,664 raw reads were obtained from Han ++ sample, and 5.63 Gb data within 114,963,972 raw reads were obtained from Han BB sample. In two groups, 106,503,861 (94.03%) reads in Han ++ and 107,924,232 (93.88%) reads in HanBB sheep were successfully mapped to the sheep reference genome (ftp://ftp.ncbi.nih.gov/genomes/Ovis_aries, accessed on 10 May 2022), respectively. 

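The files place 18482064 tags inside methylation peaks in HanBB and 17565516 in Han ++. Whether all of these tags are uniquely mapped reads is not stated, and the shares given here assume it. As a share of the paper's total of uniquely mapped reads, the tags were 28.8% in HanBB (95% Wilson interval 28.79% to 28.81%). In Han ++ they were 27.74% (27.72% to 27.75%, no replicates). The uniquely mapped reads of HanBB were 1.0132 times those of Han ++, and its tags in peaks were 1.0522 times those of Han ++.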

63,333,133 reads (Han ++) and 64,171,269 (HanBB), respectively, were uniquely mapped.

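Methylation peaks were found on all 27 chromosomes, the 26 autosomes and chromosome X, in both libraries. These chromosomes held 206853 of the 208732 peaks of HanBB and 198372 of the 200158 peaks of Han ++, and the rest lay on unplaced scaffolds. The length of each chromosome was taken as the position of the last peak end on it. Chromosome 24 had the highest density, with 108.06 peaks per Mb in HanBB and 103.49 in Han ++. Chromosome X had the lowest density, with 45.43 peaks per Mb in HanBB and 43.18 in Han ++. HanBB had more peaks than Han ++ on each of the 27 chromosomes, and the ratio of the numbers ranged from 1.012 to 1.065 (no replicates). When only peaks with a p-value of at most 1e-10 were kept, the highest density moved to chromosome 26, with 59.74 peaks per Mb in HanBB and 54.36 in Han ++, ahead of chromosome 24 with 56.88 and 51.51. Chromosome X stayed the lowest, with 23.35 and 21.18. From the reads on all autosomes and chromosome X, the paper concludes that the sequencing covered all chromosomes of both kinds of Han ewes.

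**Figure D1:**
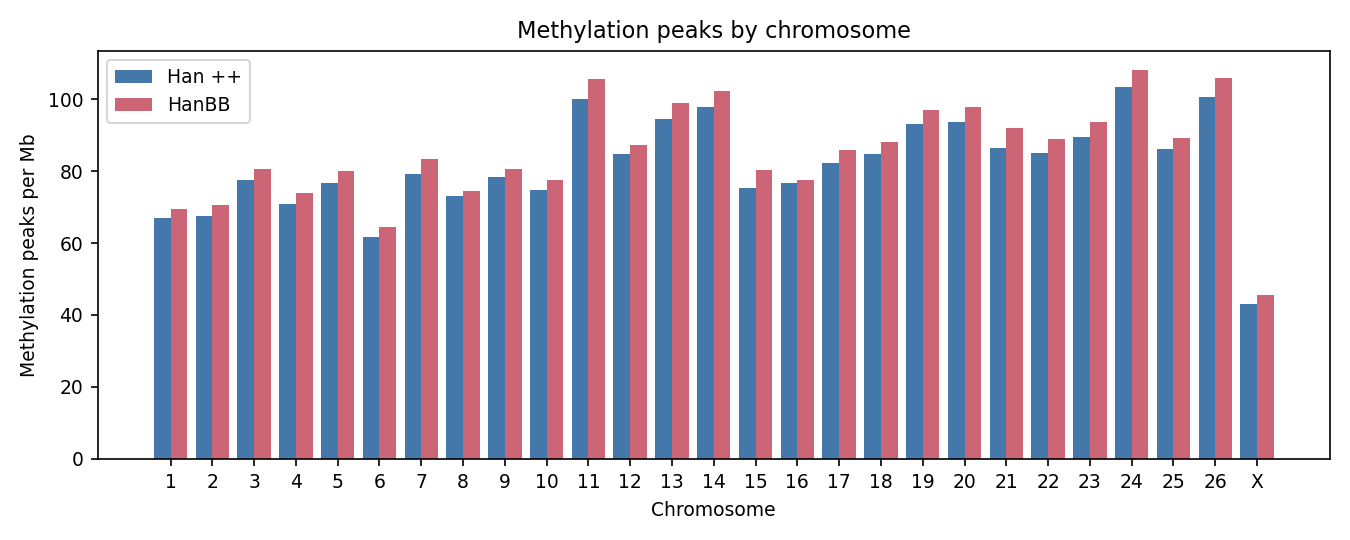
Methylation peaks per Mb (vertical axis) on each chromosome (horizontal axis) in the Han ++ and HanBB libraries, 1 library each. The bars of HanBB are the higher ones on every chromosome, and chromosome X is the lowest with 45.43 peaks per Mb in HanBB and 43.18 in Han ++.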

The distribution of unique mapped reads was detected in GGA1-26 and chromosome X (Figure S1), indicating that the MeDIP-seq covered all chromosomes of two kinds of Han ewes. Most cytosine methylation presents at the CpG dinucleotides. Some studies have shown that DNA methylation can occur at the C residue of some other sites, such as CHG and CHH (H refers to A, C, or T) [22]. In this paper, nucleotide sequences, rich in methylated cytosine at both CpG and non-CpG (CHG and CHH) sites, were precipitated and analyzed. The genome coverage of the CpG and non-CpG sites indicated that no more than 35% of CpG sites, and no more than 21% of CHG and 23% of CHH sites, had only one sequencing depth in two Han sheep breeds (Figure 1).

The distribution of mapped reads in genomic function regions of Han ++ and HanBB sheep was further examined. In both sheep, the methylated reads were mainly distributed at the gene body regions, CpG islands and introns. Normalized depth analysis illustrated that highly-methylated reads were present at the intragenic regions, but not the upstream or downstream 2 K areas (Figure S2).

### 3.2. DNA Methylation Peaks in Han ++ and HanBB Genome

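MACS compares the number of tags in a window with the number expected from the background and reports the windows that exceed it. The smallest number of tags in a deposited peak was 25 in both Han libraries, and the smallest −log10 of the p-value multiplied by 10 was 50. The median fold enrichment was 7.09 in HanBB and 7 in Han ++. Of the 208732 peaks of HanBB, 155947 overlapped a peak of Han ++ by at least 1 bp, which is 74.71% (95% Wilson interval 74.52% to 74.9%). Of the 200158 peaks of Han ++, 155665 overlapped a peak of HanBB, which is 77.77% (77.59% to 77.95%). Merging gave 252120 regions, of which 154842 had a peak in both libraries, 52785 in HanBB only and 44493 in Han ++ only. The shares moved most when only counted peaks with a p-value of at most 1e-10 were taken, to 89.94% in HanBB and 91.92% in Han ++.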

To study the differences in genomic methylation patterns between Han ++ and HanBB sheep, we detected the 5-mC enriched regions, termed methylated peaks, by MACS1.4.0. 

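The deposited peak lists held 208732 methylation peaks for HanBB and 200158 for Han ++ (1 pooled library each, no replicates). Together the peaks spanned 236.18 Mb in HanBB and 234.2 Mb in Han ++. On the 26 autosomes and chromosome X, whose last peak ends sum to 2587.41 Mb, peaks covered 9.04% in HanBB and 8.966% in Han ++. This denominator was chosen after the files were seen, because no assembly length was at hand. Fold enrichment had the largest effect on the number of peaks, and requiring at least 10 left 32829 in HanBB and 28026 in Han ++.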

A total of 200,158 peaks with coverages of 8.94% were identified. The typical peak lengths were 500–1400 bp or more than 2000 bp. 

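Peak lengths were sorted into classes of 100 bp. Peaks from 500 bp to below 1400 bp made up 76.1% of the HanBB peaks (158852 peaks, 95% Wilson interval 75.92% to 76.29%) and 74.81% of the Han ++ peaks (149741 peaks, 74.62% to 75%). Peaks of at least 2000 bp made up 8.11% in HanBB (7.99% to 8.22%) and 8.77% in Han ++ (8.65% to 8.9%). The median length was 984 bp in HanBB and 1027 bp in Han ++, with interquartile ranges of 774 to 1313 bp and 809 to 1363 bp. These intervals cover the number of peaks counted and not the variation between ewes. The share from 500 bp to below 1400 bp changed most among peaks with a p-value of at most 1e-10, to 72.96% in HanBB and 71.52% in Han ++.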

Nearly one-fourth of peaks contained 10–15 CpG dinucleotides, and less than 20% of peaks contained more than 35 CpG sites (Figure 2). In two types of sheep, methylation peaks covered 90% of CDS, and 50% of upstream2k and downstream2k components were methylated. In the two types of sheep, the number of peaks in the intron region accounted for nearly 39% of the total peaks, and the coverage of peaks in the intron region was 12.5% in whole genome-wide (Figure 2).

### 3.3. Differentially Methylated Genes between Han ++ and Han BB Ewe’s Ovaries

After analyzing the DNA methylation patterns in Han ++ ewe ovaries using MeDIP-seq, we studied the differences in methylated genes, defined herein as genes with methylation peaks in intragenic regions between Han ++ and HanBB sheep, to investigate the effects of the FecB gene on ovarian genome methylation (Table S1). 

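The difference in tags inside peaks was tested in the 154842 regions with a peak in both libraries. The median number of tags per region was 73 in HanBB and 72 in Han ++. For each region, the tags inside and outside it were compared between the libraries with a chi-square test, with p-values adjusted by the Benjamini-Hochberg method. The adjusted p-value was at most 0.01 in 8422 regions, and the normalized tags differed by more than 2-fold in 3423. Both held in 3143 regions, 2.03% of those tested. This test covers the sampling of reads and not the variation between ewes, since each genotype had 1 pooled library. The standard deviation of the log2 ratio over regions was 0.4, and 0.249 would come from the sampling of reads alone. When edgeR's exact test was used with an assumed coefficient of variation of 0.2 between pools, 0 regions passed. That assumed value exceeds the extra variation of 0.154 per library estimated from these regions. The count of 0 therefore follows largely from the assumption. The largest number, 50252, came from adding regions with a peak in 1 library and setting the other library to 20 tags. Regions were not assigned to genes or elements here. The paper counted the reads of each sample in assembled peak regions and studied the genes of differential peaks. Only tags inside each library's own peaks were summed here, so the paper's regions need not be the same.

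**Figure D2:**
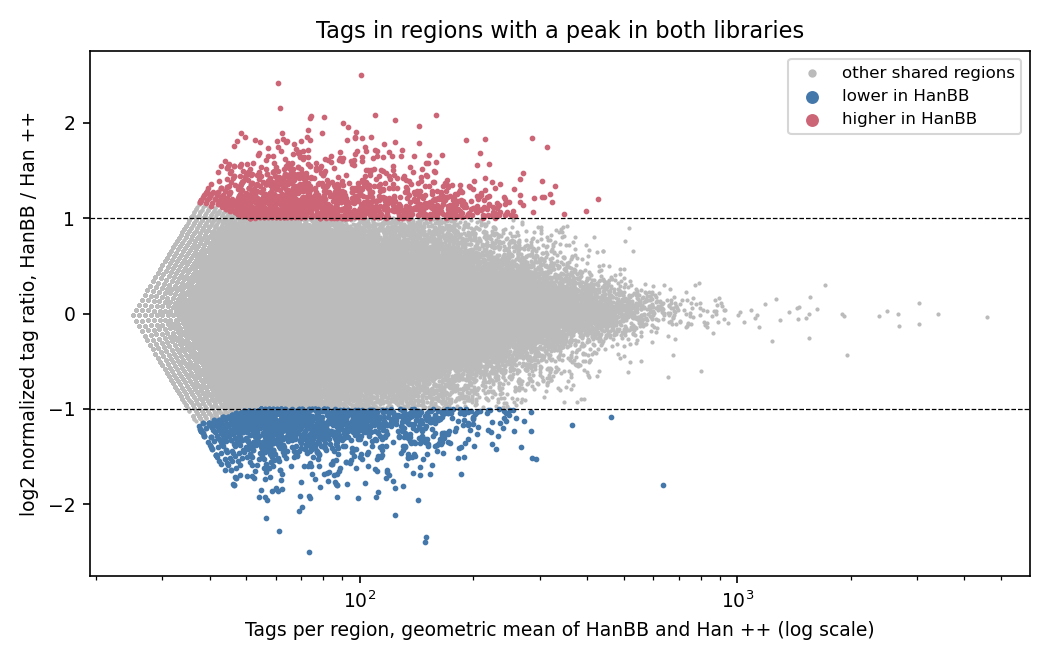
Log2 ratio of normalized tags, HanBB over Han ++ (vertical axis), against the geometric mean of the tags of both libraries on a log scale (horizontal axis), with 1 point for each of the 154842 shared regions. Dashed lines mark a 2-fold difference. The 1617 lower and 1526 higher regions are coloured, and the spread narrows as the number of tags rises.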

In HanBB ewes’ ovarian genome, in the upstream2k, 5′-UTR, CDS, intron, 3′-UTR and downstream2k elements, 382, 461, 1329, 3470, 249 and 114 genes, respectively, were at lower methylated levels than that in Han ++ sheep. 

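Counted as regions and not as genes, 1617 regions had fewer normalized tags in HanBB peaks than in Han ++ peaks. The thresholds were an adjusted p-value of the chi-square test of at most 0.01 and more than 2-fold. The median log2 ratio of these regions was -1.16. The median length of their peaks was 822 bp in HanBB and 1737 bp in Han ++. Reads outside the peaks were not counted, so a lower sum can reflect a shorter peak and not a lower level of methylation. The region with the lowest ratio was on chromosome 8 from 72348023 to 72350892, with 31 tags in HanBB and 174 in Han ++, a log2 ratio of -2.51 (standard error 0.28, adjusted p = 2.7e-20 from the chi-square test). A region on scaffold003425 from 1994 to 5709 had 65 and 339 tags, a log2 ratio of -2.4 (standard error 0.2, adjusted p = 1.6e-38 from the chi-square test). On chromosome X from 76682188 to 76685875, the tags were 67 and 336, and the log2 ratio was -2.35 (standard error 0.19, adjusted p = 3.1e-37 from the chi-square test). The build is the one the authors aligned to, and these regions were not annotated here. Taken per kb of peak, the log2 ratios of these 3 regions were 0.12, -0.65 and -0.89. The number of lower regions rose most, to 23352, when regions with a peak in 1 library were added, and it fell most, to 0, with edgeR and an assumed variation of 0.2.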

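By the same thresholds, 1526 regions had more normalized tags in HanBB peaks than in Han ++ peaks. Their median log2 ratio was 1.17. The median length of their peaks was 1813 bp in HanBB and 889 bp in Han ++. The highest ratio was on chromosome 5 from 12515266 to 12518353, with 242 tags in HanBB and 42 in Han ++, a log2 ratio of 2.51 (standard error 0.24, adjusted p = 8.4e-28 from the chi-square test). On chromosome 7, the region from 10042944 to 10044704 had 141 and 26 tags, a log2 ratio of 2.42 (standard error 0.31, adjusted p = 1.8e-15 from the chi-square test). The region from 84723455 to 84725468 on the same chromosome had 131 and 29 tags, a log2 ratio of 2.16 (standard error 0.3, adjusted p = 1.0e-12 from the chi-square test). Per kb of peak, these log2 ratios were 0.22, 0.86 and 0.3. Adding regions with a peak in 1 library raised the number of higher regions to 26900. The genes and elements of these regions were not assigned here.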

However, 105, 275, 472, 2485, 32 and 91 genes in HanBB sheep were at higher methylated levels than that in Han ++ sheep, respectively. In general, the methylated levels of genes in HanBB sheep were lower than those of Han ++ sheep (Figure S3).

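Over the 154842 shared regions, 49.82% had fewer normalized tags in HanBB than in Han ++ (95% Wilson interval 49.57% to 50.07%). The median log2 ratio was 0.0018, with an interquartile range of -0.241 to 0.239. The median was negative on 10 of the 27 chromosomes (exact sign test, p = 0.25), and chromosomes are not biological replicates. Among the 3143 differential regions, 1617 were lower in HanBB, which is 51.45% (exact binomial test, p = 0.11). With the tags in peaks as the library total, the median log2 ratio was -0.0526, and 62.97% of the differential regions were lower. The median was then negative on all 27 chromosomes (exact sign test, p = 1.5e-08). With tags per kb of peak, the median was 0.0419, and 37.78% were lower. It was then negative on 0 of the 27 (exact sign test, p = 1.5e-08), so the direction depends on the measure. These values are over regions and use only tags inside each library's own peaks. The paper counts genes by element, from the reads in assembled peak regions. The paper lists more genes with lower than with higher methylation in each element. It states that the methylated levels of genes were in general lower in HanBB.

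**Figure D3:**
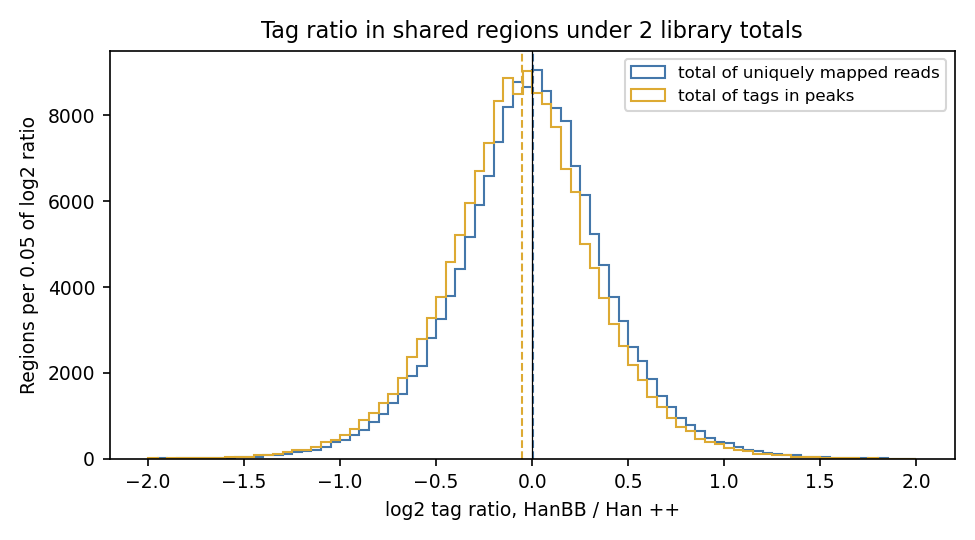
Number of shared regions (vertical axis) by log2 tag ratio, HanBB over Han ++, in steps of 0.05 (horizontal axis). Lines show the 2 library totals, and dashed lines show their medians, 0.0018 with uniquely mapped reads and -0.0526 with tags in peaks.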

### 3.4. GO Annotation of Differentially Methylated Genes

The roles of differentially-methylated genes in biological processes between HanBB and Han ++ sheep were investigated using GO annotation (Table S2). Compared with Han ++ sheep, the genes with down-methylated upstream2k in HanBB ewes’ ovaries were significantly enriched in protein modification by small protein removal and innate immune response activating cell surface receptor signaling pathways. Genes with down-methylated CDS were enriched in a series of neuron development-associated functions, such as regulation of dendrite morphogenesis, regulation of neuron differentiation and generation of neurons. In addition, several processes, including cell adhesion, somatic diversification of T cell receptor genes, negative regulation of striated muscle tissue development and symbiosis, encompassing mutualism through parasitism, were enriched. Genes with lower methylated levels of intron elements in HanBB sheep were enriched in locomotion, cellular protein modification process, Calcium ion transport, G-protein coupled receptor signaling pathway, neuron projection morphogenesis and response to external stimuli. In the downstream2k region, down-methylated genes in HanBB sheep were enriched in synapse assembly, endoplasmic reticulum Calcium ion homeostasis, cell cycle G2 phase, glutamate receptor signaling pathway and mRNA 3′-end processing. However, those genes with down-methylated 5′-UTR or 3′-UTR were not significantly enriched in GO annotation.

On the other hand, genes with up-methylated upstream2k in HanBB ewes were significantly enriched in urea transport. Genes with up-methylated CDS were enriched in regulation of histone modification, DNA methylation on cytosine, modulation by virus of host cellular process and negative regulation of glial cell differentiation. Genes with up-methylated intron were enriched in microspike assembly, nucleotide catabolic process, regulation of cell communication, protein phosphorylation, regulation of signaling and metal ion transport. Genes with up-methylated 5′-UTR, 3′-UTR and downstream2k had no enrichment. In general, FecB gene-connected DNA methylation variations affected biological processes such as neuron development, Calcium ion transport, G-protein coupled receptor signaling pathway, histone modification and DNA methylation in Small-Tail Han ewes’ ovaries.

### 3.5. KEGG Pathway Analysis of Differentially Methylated Genes

The KEGG pathway database was used to study the pathways associated with differentially-methylated genes (Table S3). Compared with Han ++ sheep, genes with lower methylated levels of CDS elements in HanBB sheep were enriched in dilated cardiomyopathy, ECM-receptor interaction, neurotrophin signaling pathway, pentose phosphate pathway, GnRH signaling pathway, Calcium signaling pathway and tight junction. In particular, genes involved in GnRH signaling pathway, such as GnRHR, CACN, CaMK and Elk1, directly contributed to hyperprolificacy in HanBB sheep. Genes with down-methylated intron were enriched in axon guidance, ErbB signaling pathway, Calcium signaling pathway, dilated cardiomyopathy, tight junction and GnRH signaling pathway. Interestingly, genes with down-methylated intron in GnRH signaling pathway included CACN, Sos-Ras-Raf1-Elk1 and IP3R-CaM-CaMK. In addition, genes with down-methylated upstream2k element were enriched in neurotrophin signaling pathway, spliceosome, phenylalanine metabolism, arginine and proline metabolism, Wnt signaling pathway and oocyte meiosis. Identified genes involved in the oocyte meiosis pathway included Rsk1/2, Sgo, PP2A and PP1. Genes with down-methylated downstream2k were enriched in aldosterone-regulated sodium reabsorption, citrate cycle, vitamin digestion and absorption and glycine, serine and threonine metabolism.

Compared with Han ++ sheep, those genes in HanBB ewes with higher methylated levels of CDS were mainly enriched in ECM-receptor interaction, cysteine and methionine metabolism, pathways in cancer, gap junction, purine metabolism, arginine and proline metabolism, Calcium signaling pathway and GnRH signaling pathway. Those identified genes in GnRH signaling pathway included EGFR, MEKK and PLD. Genes with up-methylated intron were enriched in long-term potentiation, Calcium signaling pathway, GnRH signaling pathway, ErbB signaling pathway, phosphatidylinositol signaling system, Wnt signaling pathway, etc. In particular, genes involved in GnRH signaling pathway included AC, PKA, PLCbeta, PLA2, PLD and JNK. Genes with up-methylated downstream2k were enriched in vasopressin-regulated water reabsorption, natural killer cell mediated cytotoxicity, Toll-like receptor signaling pathway, T cell receptor signaling pathway, carbohydrate digestion and absorption, VEGF signaling pathway and mTOR signaling pathway. Those genes with up-methylated 5′UTR, 3′-UTR and upstream2k were not significantly enriched.

### 3.6. MeDIP-seq Data Validation

The DMRs identified from MeDIP-seq were validated through the bisulfite sequencing strategy. The bisulfite sequencing results of PAGE4 and ADAT2 genes were in accordance with the MeDIP-seq results (Figure S4).

### 3.7. DNA Methylation and Gene Expression Co-Analysis

DNA methylation regulates gene expression. The differentially-methylated genes were co-analyzed with differentially-expressed mRNAs to study the roles of DNA methylation in FecB gene-related ovarian gene expression changes in Small-Tail Han sheep. The genes with different expression levels and methylation levels between HanBB and Han ++ sheep were AK5, PLB1, LOC101103624, GPR116, MUSK, LOC101103296, FOXP3, ADAT2 and TMEFF2. The co-expression network of differentially-expressed and -methylated genes is presented in Figure 3.

## 4. Discussion

DNA methylation refers to the process of adding a methyl group to the 5th atom in the pyrimidine ring of cytosine residues to form 5-methylcytosine. This mainly occurs in the cytosine-phosphoguanine (CpG) dinucleotide, catalyzed by DNA methyltransferases. The major methyl donor is S-Adenosyl methionine [23]. DNA methylation is involved in many important biological processes associated with chromatin regulation, including heterochromatin formation, centromeric and repetitive elements silencing and X-chromosome inactivation [24].

Additionally, DNA methylation can express genes involved in gametogenesis and embryogenesis [25,26]. In sheep, DNA methylation contributes to the characteristics of fertility [27]. However, it is unclear whether the FecB gene is responsible for these differences. To study the roles of the FecB mutant in DNA methylation changes, we examined the distribution of 5′-mC-rich regions on the ovarian chromatin of Han ++ ewes through MeDIP-seq strategy, and then compared the DNA methylation patterns of Han BB and Han ++ sheep.

Our methylomic study indicated that the methylated reads from Han ++ ewes’ ovarian genomes were mainly distributed at the intragenic regions, rather than the upstream or downstream 2 K areas. DNA methylation regulates gene expression depending on the methylated sites. Methylation, in promoters or body genes, is usually associated with gene repression or activation [28]. The hyper-methylated reads were enriched in intragenic regions. This indicated that the ovarian gene expression could be regulated via DNA methylation in Han ++ ewes. In addition, the analysis of methylated peaks indicated that highly methylated elements were enriched in CDS, rather than introns. This indicated that the coding exons were hypermethylated, whereas the introns were hypomethylated. The methylation level of promoter regions (upstream2k and downstream2k) was determined on a case-by-case basis.

We detected the differentially-methylated genes in order to identify genes affected by DNA methylation. The functional annotation indicated that genes in the GnRH signaling pathway, such as GnRHR, CACN, CaMK, Elk1, AC, MEKK, PKA, PLCbeta, PLA2, PLD and JNK, were identified in either down-methylated or up-methylated intragenic regions. GnRH signaling pathway played the central role in female reproduction [29,30]. Some studies showed that FecB stimulated fecundity via GnRH/LH/FSH endocrine axis [31,32]. A recent study reported that DNA methylation differences were identified in GnRH signaling pathway between endometrium and endometriotic tissues [33]. The results strongly indicated that FecB gene could lead to different DNA methylation patterns that play a role in GnRH pathway.

DNA methylation plays an important role in gene expression modification. Therefore, we applied co-analysis to the MeDIP-seq data and our previous RNA-seq data. Unfortunately, only nine differentially-expressed genes were identified with DMRs. Among these, compared with Han ++ sheep, FOXP3 had reduced DNA methylation levels in both CDS and intron regions in HanBB sheep. The expression levels of FOXP3 in HanBB were lower than in Han ++. This indicated that the DNA methylation difference between HanBB and Han ++ could lead to the expression difference of FOXP3. FOXP3 is a key transcription factor involved in immune system function, particularly in the development and function of regulatory T cells (Treg) in mammals such as sheep [34]. The difference in the expression and DNA methylation levels of FOXP3 between HanBB and Han ++ could be associated with the immune functions of the ovary. It will be necessary to study roles of Treg in ewe reproduction. In addition to FOXP3, TMEFF2 and ADAT2 may be associated with female reproduction. TMEFF2 is a transmembrane protein within two follistatin-like domains [35]. Existing studies have shown that TMEFF2 has the ability to inhibit the corticotropin-releasing hormone (CRH) signal pathway [36]. CRH was involved in ovarian steroidogenesis and suppress oocyte maturation [37,38]. This indicated that TMEFF2 could play regulatory roles in ovarian function. The methylation of TMEFF2 was identified in tissues from lung cancer patients, associated with reduced TMEFF2 expression level [39]. This indicated that the expression of TMEFF2 could be epigenetically regulated. However, the roles of TMEFF2 in ewe reproduction remain unknown, and require further study. ADAT2 is a subunit of tRNA-specific adenosine deaminase that catalyzes the formation of inosine at the first position of the anticodon [40]. Mutations in tRNA synthesis-related genes may disrupt oogenesis and lead to female sterility [41]. Could ADAT2 play a similar role in fecundity? The lack of investigation into these genes and their functions in female reproduction limited understanding of our results.

## 5. Conclusions

In this paper, we constructed a MeDIP-seq-based methylomic study to investigate differences in ovarian DNA methylation between Small-Tail Han sheep with homozygous FecB mutant and wildtype. We successfully identified FecB gene-related differentially-methylated genes. There have been few—and very limited—studies on the effects of a certain genes’ single-nucleotide polymorphism on genomic DNA methylation variations. This study provided novel information on the mechanisms of FecB gene-induced sheep hyperprolificacy.

## Figures and Tables

**Figure 1:**
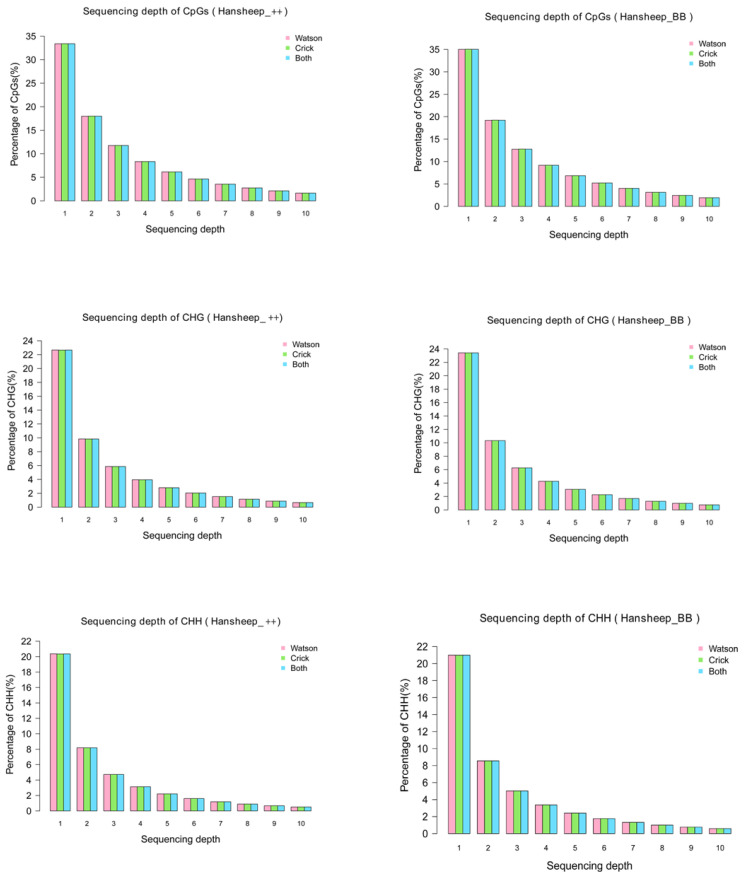
Sequencing depth of CpG, CHG and CHH in Han ++ (up) and HanBB (down) sheep. The percentages of the sequencing coverage of CpG, CHG and CHH in Han ++ sheep genome are shown in red (Watson strand), green (Crick strand) and blue (Both strand), respectively.

**Figure 2:**
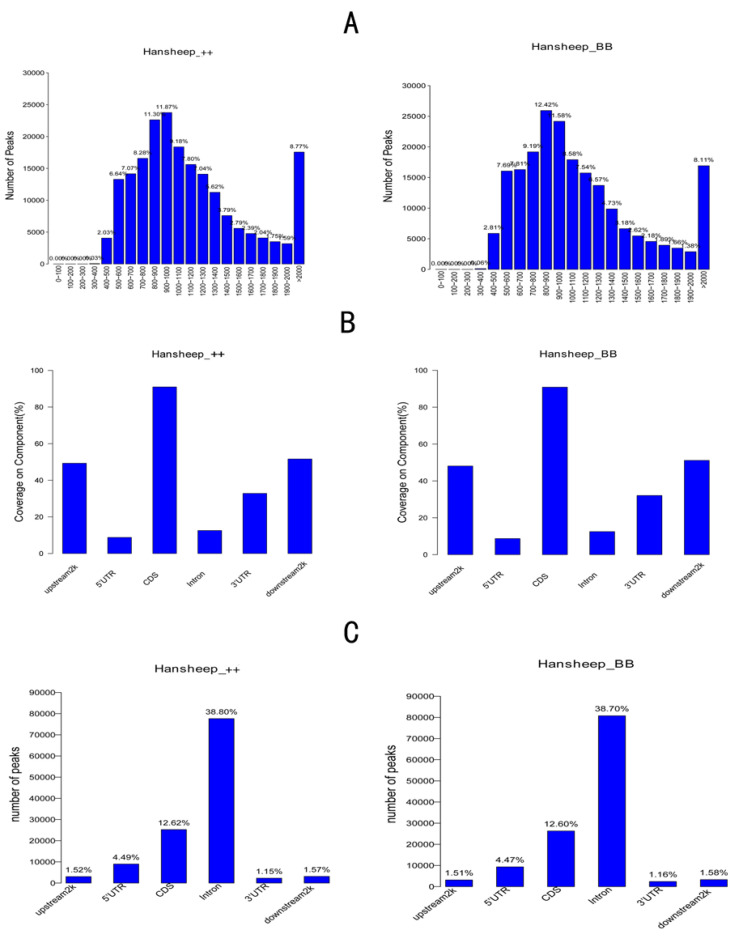
Methylated peaks’ distribution in different gene elements. (**A**) The number of methylated peaks in different length; (**B**) the coverage of methylated peaks in the intragenic (5′UTR, CDS, intron, 3′UTR), upstream 2 kb or downstream 2 kb regions; (**C**) the number of methylated peaks distributed in the intragenic (5′UTR, CDS, intron, 3′UTR), upstream 2 kb or downstream 2 kb regions.

**Figure 3:**
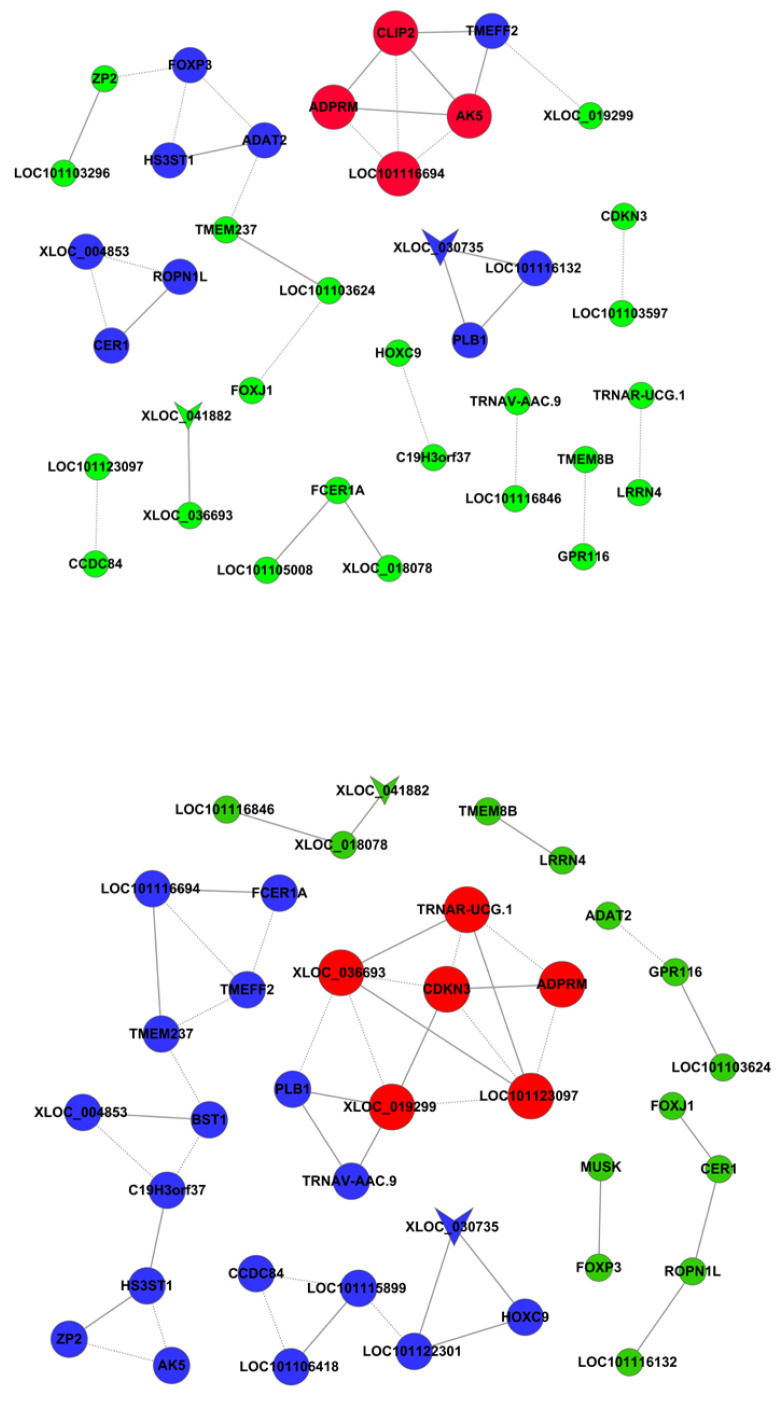
Co-expression network of differentially-expressed and -methylated genes. The vee nodes represent methylation genes. The circle nodes represent different genes. The solid lines indicate positive and the dotted lines indicate negative. The genes of the same color indicate the same co-expression. The co-expression of the same color gene is the same.

**Table 1:** Primers used for bisulfite sequencing PCR.

gene_id	Forward Primer	Reverse Primer
PAGE4	AGTAGGAATAGTGGGTTGTTGT	CACAAACTTAATATATCAATAAACT
ADAT2	GAAGGGATGATGGTTTATTAGGA	CGAACTATCTCCCTCAACATCAA

## Data Availability

The accession number GSE107829 for DNA-Seq data. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107829. The accession number GSE107935 for RNA-Seq data. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107935. accessed on 10 May 2022.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes14010203/s1. Table S1: Methylation_HanBBvsHan ++_different. Table S2: Methylation_HanBBvsHan ++_GO analysis_result. Table S3: Methylation_HanBBvsHan ++_PathWay analysis_result. Figure S1: Reads distribution on chromosomes in Han ++ sheep (up) and HanBB sheep (down). Figure S2: Methylated reads distributionThe proportion of methylated reads in the eight elements of genome of Han ++ and HanBB sheep. Figure S3: Differentially methylated genes at different locations in the genome; Figure S4: Validation of RNA-seq and MeDIP-seq.

How the deposited data were processed for this re-analysis (not part of the article)

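DNA methylation was measured by MeDIP-seq in ovaries of Small-Tail Han sheep, with 1 library of pooled DNA from 3 HanBB ewes and 1 from 3 Han ++ ewes. A library of 3 Dorset ewes, mapped from the sample labels only, was used in the closing section. The authors removed low-quality reads, aligned the rest to the sheep genome with SOAPaligner and called peaks in each library with MACS. The build of the genome was not found in the paper or the files. For each peak the authors deposited the tag count, which is not normalized. The deposited −log10 p-value of each peak, multiplied by 10, comes from MACS, as does the deposited fold enrichment, a ratio of the tags to the local background. The files had no header lines with library totals and no false discovery rate.

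The HanBB peaks held 18482064 tags, the Han ++ peaks 17565516 and the Dorset peaks 18516992. Peaks were used as deposited, with starts before the first base of a sequence set to 1. Peaks were merged into regions where those of the compared libraries shared at least 1 bp, and tags were summed per library. Regions with a peak in both libraries were tested with a chi-square test with 1 degree of freedom and no continuity correction, with Benjamini-Hochberg adjustment. Regions with an adjusted p-value of at most 0.01 and a ratio above 2 were called differential. Library totals were the uniquely mapped reads the paper states. The paper gives no such total for Dorset, so comparisons with Dorset used the tags in peaks. The regions named are the 3 with the largest ratio in each direction among those past both thresholds, a rule set before the files arrived. Genes the paper names were not located here, since no annotation was given.

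With 1 library per genotype there was no replicate error. Intervals of shares are 95% Wilson intervals, and standard errors of log2 ratios come from the tag counts alone. The differential test was tested on simulated tags for the real regions, with 200 regions changed 4-fold in a seeded draw. It recovered 197 of them with the right sign and called 2 unchanged regions. Recovery of changes near 2-fold was not simulated, and the real differential regions had median log2 ratios of -1.16 (lower) and 1.17 (higher). The log2 ratio of unchanged simulated regions had a standard deviation of 0.25, against 0.4 in the real regions. The simulation therefore covers the sampling of reads and not false calls from other variation. As alternatives, stricter peak thresholds, 50% reciprocal overlap, other library totals, tags per kb of peak, a 1.5-fold threshold, regions with a peak in 1 library, and edgeR's exact test with an assumed coefficient of variation of 0.2 were tried. The computations used numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and edgeR 4.0.16. CpG content, genomic elements, genes, pathways, expression and bisulfite sequencing were not analysed here, since no genome or annotation was given and their data are not in the files analysed here.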

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

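The paper gives no results for the Dorset library, although its introduction cites an earlier comparison of Han and Dorset sheep. The Dorset library held 217427 peaks. Of these, 36151 (16.63%) overlapped no peak of HanBB or Han ++. Their median was 39 tags, and 19.1% had a p-value of at most 1e-10, against 62.7% of the Dorset peaks that overlapped a Han peak. The peaks found in only 1 of the Han libraries were also weak, and 78.6% of the HanBB-only peaks had a p-value above 1e-10 against 35.2% of the shared ones, as predicted before this share was seen for signal near the calling threshold. Signal near the threshold may therefore account for many single-library peaks. For the Dorset-only peaks this was seen after the fact. The 6919 Dorset-only peaks with a p-value of at most 1e-10 remain, and breed, pool and library cannot be told apart for them.

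The paper does not discuss peaks on unplaced scaffolds separately, although its total of 200158 equals the whole Han ++ list, scaffolds included. On scaffolds lay 1879 peaks of HanBB and 1786 of Han ++, with medians of 76 and 74 tags. On scaffolds, 40 of 1395 shared regions were differential (2.87%), against 3103 of 153447 on chromosomes (2.02%). This difference was not tested. No biological explanation was tested, and collapsed repeats could not be examined without the sequence.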

How the results depend on the processing

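The alternatives were fixed before the processed files arrived, except the percent of chromosome span. Keeping peaks with more than 20 tags changed nothing, since no deposited peak had fewer.

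With p-values of at most 1e-10, HanBB had 112375 peaks and Han ++ 104296, covering 130.86 and 125.03 Mb, or 5.002% and 4.779% of the span. Median lengths were 1041 and 1084 bp, peaks from 500 to below 1400 bp 72.96% and 71.52%, and Han ++ peaks of at least 2000 bp 8.57%. Of the peaks kept, 89.94% and 91.92% overlapped a peak of any p-value in the other library. With both lists limited in this way, differential regions fell to 777 (415 lower, 362 higher). Against Dorset they fell to 1390 for HanBB and 1805 for Han ++. Weak peaks leave the lists. With a fold enrichment of at least 10, 32829 and 28026 peaks stayed. On chromosomes 1 to 26 and X only, peaks covered 233.9 and 231.99 Mb.

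With 50% reciprocal overlap, shared peaks were 70.2% and 73.21%, and 1303 regions were differential (628 lower, 675 higher, so 48.2% lower), with 2561 and 3454 against Dorset. The median log2 ratio was 0.0045 and 49.48% of regions were lower. This removes pairs of peaks of unequal length.

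With tags in peaks as the total, 62.97% of the differential regions and 56.14% of all shared regions were lower, and the median log2 ratio became -0.0526. The alternative total has a larger ratio between libraries. With tags per kb of peak, 2329 regions were differential (880 lower, 1449 higher, so 37.78% lower). The median was 0.0419 and 45.21% of all shared regions were lower. Against Dorset there were 3371 and 3536. Dividing by length lowers the values of longer peaks, and the median peak was longer in Han ++. Whether that length reflects methylation or the placing of peak boundaries was not tested. The region on chromosome 8 changed sign to 0.12.

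At more than 1.5-fold, 7604 regions passed (3785 lower, 3819 higher, 49.78% lower), and 11543 and 14555 against Dorset. With regions that had a peak in 1 library, 50252 passed (23352 lower, 26900 higher, 46.47% lower), and 51713 and 57507 against Dorset. These counts rest on the assumed 20 tags. With edgeR and an assumed variation of 0.2, 0 regions passed (0 lower, 0 higher), and 7 and 5 against Dorset, so no share lower could be given. For named regions, 11 rows were weaker, and peaks per Mb moved in 4 rows.

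The median ratio normalization sets the median log2 ratio to 0 by construction, so it has no direction row. A false discovery rate filter and an effective genome size were not run, because the files hold neither. Alternatives for CpG content, element coverage, peaks per element, genes per element and the named genes were not run without an annotation. Against Dorset, the total of tags in peaks is the main setting. With no replicates, every result is limited to the sampling of reads.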

Differences from the paper's values

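Under the main setting, the number of Han ++ peaks equalled the paper's total. Coverage and shares of peak lengths were close to the paper's values but not all equal, and no tolerance was stated. The paper gives a total of 200158 peaks without naming the library, and this is the number in the Han ++ list. The HanBB list held 208732. The paper's coverage of 8.94% stands beside 8.966% for Han ++ and 9.04% for HanBB, both relative to the span of the chromosomes up to the last peak, a denominator chosen after seeing the data.

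The paper states that methylation of genes was generally lower in HanBB. Over regions, 49.82% were lower, with a median log2 ratio of 0.0018. With the tags in peaks as the library total, the median was -0.0526 and 56.14% of the shared regions were lower. This was the only alternative set before the files arrived with a negative median. Among the differential regions, 51.45% were lower in the main setting (exact binomial test, p = 0.11). Across the alternatives that called any, this share ranged from 37.78% with tags per kb of peak to 62.97% with the tags in peaks. Genes by element were not counted here, so the paper's gene numbers have no counterpart. Its reads were counted in assembled peak regions, whereas only tags inside each library's own peaks were summed here.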

Other observations

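The differential regions between HanBB and Han ++ went together with peak length. In 97.3% of them the library with more tags also had the longer peaks. Tags were summed only inside each library's own peaks, so this link is partly built in. Of the differential regions, 81.4% had peaks that differed more than 1.5-fold in length, against 16.1% of the other shared regions. Only 5.2% of the differential regions kept a difference of more than 2-fold per kb of peak. With tags per kb of peak, 2329 shared regions passed both thresholds (880 lower, 1449 higher), so most of these were other regions. A candidate explanation is that MACS placed the peak boundaries differently in the libraries. That prediction was written after exploring the data. A true difference in the extent of methylation could also lengthen peaks, and the peak lists cannot tell these apart.

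The number of differential regions was set beside comparisons with Dorset, with the tags in peaks as the total throughout. It was 3243 between HanBB and Han ++, 5122 between HanBB and Dorset and 6498 between Han ++ and Dorset. The first was 63.3% of the second and 49.9% of the third. The calls against Dorset were one-sided, with 3866 regions higher and 1256 lower in HanBB, and 5308 higher and 1190 lower in Han ++. The median peak was also shorter in Dorset, 894 bp against 984 bp in HanBB and 1027 bp in Han ++. Tags were summed inside each library's own peaks, so these counts cannot be read as a difference between breeds alone. The prediction, written after the counts were known, was a count of the same size if any pools of ewes differ this much, or at most 10% of it if not. It did not say what counts as the same size, and a limit of 1.5 times was set in the script afterwards. Both counts against Dorset were above that limit here. With the median ratio normalization the counts were 3144, 4508 and 5268, and there the count of HanBB against Dorset was within the limit and that of Han ++ was not, so the outcome depends on the normalization and on the limit. The files hold no 2 pools of the same breed and genotype, so an effect of FecB cannot be told apart from a difference between pools. In shared regions the log2 ratio had a standard deviation of 0.4 against 0.249 from the sampling of reads, an extra coefficient of variation of 0.154 per library. This measure was chosen after seeing the data.

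Large segments such as copy number differences would make neighbouring differential regions change the same way. Of 453 neighbouring pairs within 100 kb, 51.7% did, against a mean of 50% with shuffled directions (permutation test, p = 0.26). This prediction preceded the test. Only regions past the 2-fold threshold entered, and the share is an average over the genome. Segments with smaller differences, or a few single segments, are therefore not excluded. The balance of lower and higher differential regions moved by 11.52 percentage points between library totals, from 51.45% to 62.97% lower, and that prediction followed the result. A change of total shifts all log2 ratios alike. A move of the balance was therefore built in, and it cannot test the total as the cause. With the median ratio normalization, 51.75% of the differential regions were lower (1627 lower, 1517 higher).

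On chromosome X, 60 of 4399 shared regions were differential (1.36%, 95% Wilson interval 1.06% to 1.75%), against 2.04% on autosomes (Fisher's exact test, p = 1.1e-03). X was the lowest of the 27 chromosomes in the comparison of HanBB with Han ++ and in both comparisons with Dorset. Regions on X had fewer tags, with a median of 120 against 146 when the tags of both libraries were added. Autosomal regions matched in tags gave 1.83%, just above the interval, so the tag number could explain part of the deficit. The matched value has no interval of its own. Single autosomes ranged from 1.54% on chromosome 4, inside the interval of X, to 2.4% on chromosome 14. Whether the tag number explains all of the deficit is therefore not decided. The prediction preceded the test, and the limit set by the interval was chosen afterwards. Mappability and other properties of X were not tested.

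FecB lies on chromosome 6, where 102 of 5430 shared regions were differential (1.88%), against 2.05% on the other autosomes (Fisher's exact test, p = 0.406). The prediction was a higher share on the whole chromosome, and it followed a look at the chromosomes. Regions near the gene were not tested, since its position is not in the files analysed here. A share over the whole chromosome would dilute a difference limited to part of it, so linkage around the gene is not excluded.

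HanBB shared more peaks with Dorset (159984) than Han ++ did (154275), but as a percent of each full list the order was the opposite, 76.65% of the HanBB peaks and 77.08% of the Han ++ peaks. With equal numbers of the strongest peaks from each library, the overlap as a percent of the Han peaks was higher in HanBB by 1.33, 1.09 and 1.1 percentage points for 50000, 100000 and 150000 peaks, and by 0.92 for 200158. The prediction, written before, set the limit at 1 point but no number of peaks, and the other sizes were added after the result for 100000 was seen. The difference stayed above 0 at each of these numbers. At 200158 peaks the 95% Wilson intervals were 74.48% to 74.86% for HanBB and 73.56% to 73.94% for Han ++. Equal numbers of peaks therefore did not remove it, but they reduced the gap in counts. At 200158 peaks, 149466 HanBB peaks and 147617 Han ++ peaks overlapped Dorset. The difference in percentage points fell on both sides of the limit of 1 point, so the prediction as written gave no decision.

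Paired peaks were longer in Han ++ than in HanBB by a median of 27 bp over 153029 pairs. The difference was 19 bp in the shortest 25% of the pairs and 27 bp in the longest 25%, a change of 8 bp. Only 54.8% of the pairs were longer in Han ++. A difference that varies by at most 20 bp with peak length was predicted beforehand for the fragment length used by the peak caller. The change of 8 bp is within that limit, but it is large beside the 19 bp itself, and a shift of all peaks by the same length was not shown. The fragment length is not in the files analysed here.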
